A study of Homo sapiens with 23 samples. Its data were reported in "Epigenome-wide association study of bronchopulmonary dysplasia in preterm infants: results from the discovery-BPD program" (2022).

How the data were processed

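Cord blood RNA of preterm infants was measured on Illumina HumanHT-12 WG-DASL beadchips, 1 sample per array. The labels put 6 arrays in the BPD group (bronchopulmonary dysplasia, a chronic lung disease of infants born preterm, which developed later) and 17 in the nonBPD group. Blood was collected at birth into an RNA-stabilising reagent, and total RNA was extracted, amplified and labelled, per the labels. The submitters' processing notes name GenomeStudio, with no version given.

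The deposited table holds 1 intensity per probe and array on a linear scale, for 29366 probes and 23 arrays. The authors' values were background-subtracted, as 15.6% of them lie below 0 (lowest -27.2, highest 51508.8), and normalized between arrays, as the array medians lie between 62.3 and 63.2 and values of the same rank in the upper part of the distribution differ between arrays by at most 1.1. The study's methods describe log-intensities after a robust multichip average correction. The deposited values were not on that scale, and which step made the linear values is not given in the sources used here. Detection p-values were not used here. The spread of the background was taken as the root mean square of the values below 0, 7.17 intensity units, and a probe was called above background at 3 times that, 21.5 units. By that limit, 60.6 to 60.8% of the probes of an array were above background. The number of arrays limits the precision of each value.

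The design assumed log2 values. As the table was linear, log2(intensity + 50) was taken, with the offset of 50 set after the unit was seen and before any fit. Differences on this scale understate the change of dim probes. The probe annotation gave 27977 probes 1 gene symbol and none several, and 1389 probes were unnamed here. Of the named probes, 27808 matched the RefSeq gene table (GRCh38.p14) by gene identifier, and the update changed 0 symbols. The genome build of the array design is not given in the sources used here, so no coordinates are printed. The named probes covered 19429 genes, of which 5718 had more than 1 probe. For gene lists, the probe with the highest mean over all units stood for its gene.

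Titles of 2 nonBPD arrays share a sample number and differ by a suffix. They correlated at r = 0.967 over probes, against a median of 0.931 and a highest of 0.98 over the 253 pairs of arrays, so they were not 1 array deposited again. Their deviations from the probe means correlated at 0.51, a value reached by 5 of the 253 pairs, this pair included. They were averaged to 1 unit, as the study counts fewer nonBPD infants than there are arrays, which left 6 BPD and 16 nonBPD units. Nothing in the labels says more about the donors, so the p-values measure the spread between these units. Replicate numbers follow the order of the samples and pair nothing.

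Each probe was compared between the groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), two-sided, with Benjamini-Hochberg adjustment over all probes at 0.05 and a Bonferroni count beside it. Gene lists of cell types, other tissues, processes and RNA quality, and a list of genes next to CpGs that the study associated with BPD, were written before the data were examined, as were the groups, the tests and most alternatives. Of 878 listed genes, 826 were measured, 3 of them through an older symbol. The 39 lists with at least 4 measured genes were tested with camera (preset inter-gene correlation 0.01, Benjamini-Hochberg over lists), with camera with an estimated correlation, and with a two-sided exact permutation test of the list score over all 74613 splits of the units. A list score is the mean over genes of the log2 values centred per gene. The genes next to CpGs, and the genes listed by direction, were the representative selections printed in the study's main text. Its longer full lists were not used here. The lists of genes that the study listed by direction were not among the 39 lists, since these genes were chosen on these samples. Some of these genes, COPS8, OLR1, ALOX12, F13A1, HBZ and BMPR2 among them, were also members of lists among the 39. There too their differences are not independent evidence. For the lists by direction, counts, differences and adjusted values over the list alone are given as a description of these units.

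A list of 22 further trophoblast genes, written after 2 units were seen to be high in the trophoblast list and before these genes were examined, was used to test placental RNA. Genes were named by a rule. Of probes past the threshold, the 12 higher and 12 lower with the largest difference were to be named, and where fewer passed, those with the smallest p. Up to 4 members with the smallest p were named per list described. The 12 called lists were described. Another 7 (both globin lists, natural killer cells, cell cycle, lung, complex I and the genes next to CpGs) were picked for description after their values had been seen. So were the mitochondrial biogenesis, angiogenesis and haematopoietic stem and progenitor lists, given by their scores. From the study's lists, up to 6 genes per direction, 4 of differing direction, and the 5 found changed in both methylation and expression were named. XIST, Y-linked genes and RHD are not named. For a probe above background in no unit of a group, the fold is a lower bound, with the dim group set at the lowest value above background of each array where that was higher.

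Alternatives were quantile normalization, median centring, the brighter probes only, each treatment of the arrays of one number, the first digit of the sample number as a batch, a trended and robust prior, array weights, erythroid and neutrophil scores as covariates, an unweighted test per probe without moderation, 1 probe per gene, no sex chromosome probes, the mean of all probes of a gene, and leaving out each unit. Other log2 offsets and floors (floor 0 with offset 16; offsets 28, 100 and 200; floors 1, 16 and 32), and leaving out 2 units with high trophoblast genes, were chosen after seeing the data. The resolution-weighted analysis of variance of the study's methods was not run, as the sources used here do not define its weights.

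The scripts were tested on simulated data with the means and spreads of the 29366 probes and 200 changed probes. Of probes changed by 1 log2 unit, 48 of 100 were recovered, and of those changed by 2 log2 units, 98 of 100. In the same run 8 unchanged probes were called. With no change, 0 probes and 0 lists were called. These simulated probes varied independently, unlike real ones.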

Results

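Cord blood mRNA was profiled at birth in preterm infants who later developed BPD (6 units) and in those who did not (nonBPD, 16 units from 17 arrays). The comparison addresses whether blood gene expression at birth differs in infants who go on to develop the disease. In the study's whole cohort, infants with BPD were born earlier and lighter and were more often male than those without. The study also relates cord blood cell composition to birth weight and gestational age. It estimated blood cell types, granulocytes, monocytes and nucleated red cells among them, from DNA methylation in that cohort. None of these percentages differed significantly by BPD there. The fit here had no covariate for these traits, so their part in a difference cannot be told apart from that of BPD. Values are log2(intensity + 50) from the deposited background-subtracted, normalized intensities, and a difference is BPD minus nonBPD.

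No probe differed between BPD and nonBPD at a limma adjusted p under 0.05. The smallest adjusted p was 0.537, and 0 of 29366 probes passed Bonferroni correction. At an unadjusted p under 0.05 there were 2188 probes, 1030 higher and 1158 lower in BPD, where uniform p-values would give 1468.3. The test without moderation gave 2075 probes unadjusted and 0 after adjustment. Without BPD replicate 3 the unadjusted count was 1138. With the first digit of the sample number as a batch, a digit whose meaning the labels do not give, it was 1549, with 0 after adjustment.

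Of the genes with the smallest p in each direction, none passed the threshold. Among the lower ones, RAB39B, a small GTPase of vesicle traffic, had a mean of 7.23 ± 0.73 (SD, n = 6) in BPD and 8.44 ± 0.41 (SD, n = 16) in nonBPD. Its difference was -1.21 (SE 0.24, limma adjusted p = 0.537). The probe annotated to the microRNA gene MIRLET7A1 differed by -1.04. The mitochondrial NAD kinase NADK2 differed by -1.21 and the mitochondrial transcription factor TFB2M by -0.73. COPS8, a COP9 signalosome subunit, differed by -0.87, and UBA3, a subunit of the NEDD8-activating enzyme, by -0.94. The arginine methyltransferase PRMT6 differed by -0.81. DNAJC21, LYSMD3, DCAF13, ZC3H15 and ATMIN differed by -0.96, -1.17, -1.03, -0.97 and -0.96. All 6 BPD units lay below the nonBPD mean for each of these 12 genes. Not every probe gave that size, since the brighter probes of UBA3 and ATMIN differed by -0.04 and -0.24. RAB39B differed by -1.19 with the digit as a block, and within the 3 digits that held both groups by -0.55, -1.24 and -2.44. All 12 genes were lower in BPD within each of these digits, but they were picked for their difference over all units.

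Among higher genes, NTNG2, a netrin of the cell surface, differed by 1.20 (SE 0.29, limma adjusted p = 0.634), with 6 of 6 BPD units above the nonBPD mean. It differed by 1.23 with the digit as a block and by 0.53, 1.49 and 2.35 within digits. The glucose-6-phosphatase G6PC3, needed for neutrophil function, had a mean of 9.32 ± 0.58 (SD, n = 6) in BPD and 8.48 ± 0.39 (SD, n = 16) in nonBPD. GINS4, part of the replicative helicase, differed by 0.89. F3, tissue factor, differed by 0.91 and was above background in 6 of 6 BPD and 3 of 16 nonBPD units. Several others were dim. KCNE2, CRYBG2, IL4, BPIFB1 and GPR61 differed by 0.66, 0.99, 0.84, 1.07 and 0.73 but were above background in at most 3 nonBPD units. MOCS1, TUBA3E and PHOX2A were not above background in any nonBPD unit, so their mean levels in BPD were at least 1.15-fold, 1.04-fold and 1.12-fold higher. Some BPD units also lay below the background limit of 6.16 on the log2 scale, MOCS1 at 6.02, 5.81 and 6.00 and TUBA3E at 6.00 and 5.94. All 12 higher genes, picked likewise, were higher in BPD within each of the 3 digits.

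**Figure D1:**
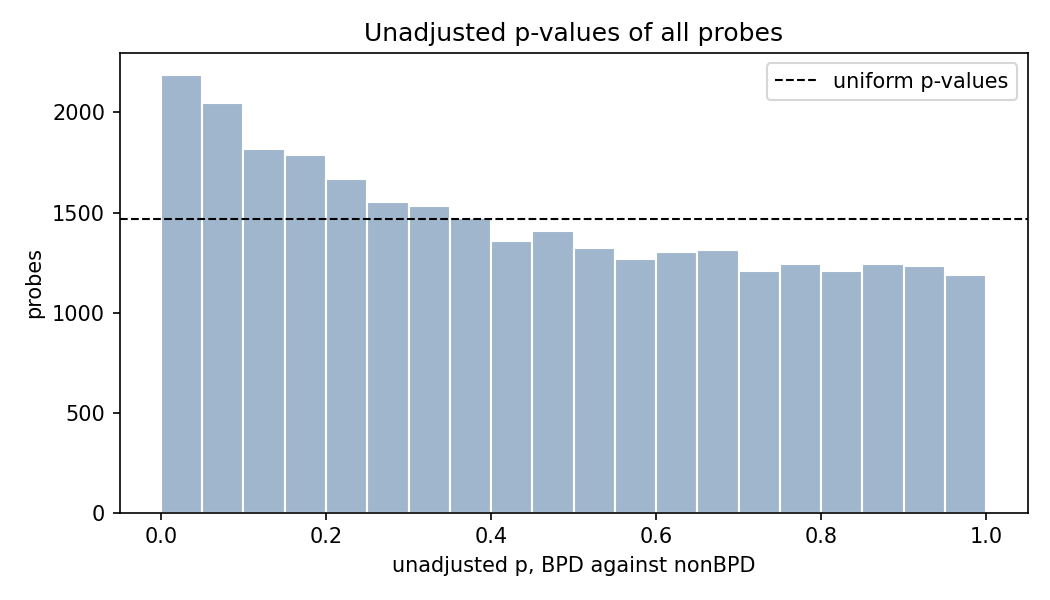
Number of probes (y axis) by unadjusted limma p of BPD against nonBPD (x axis, bins of 0.05), with the count that uniform p-values would give as a dashed line. The lowest bin holds 2188 probes against 1468.3.

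Of the 39 gene lists tested, 12 were called by camera, 7 higher and 5 lower in BPD. With an estimated correlation 0 lists were called, with a smallest adjusted p = 0.204, and the exact permutation test called 0, with a smallest adjusted p = 0.112 and 2 lists at an unadjusted p under 0.05. With the erythroid and mature neutrophil scores as covariates 2 of the 12 were called, glucocorticoid response (-0.45) and platelets (-0.62). The 2 lists that served as covariates were not compared there, and the other 8 lost the call. Array weights called 9 lists, 8 of them among the 12. Adjusted over the list alone, 10 of the 12 called lists had no gene past the threshold. MOCS1, CD36, VNN3P, CD14, NOS2, NAE1 and PCNA each had a probe that went the other way. Of 114 named genes, leaving out 1 unit shrank the difference of 56 by over 1.5 times or turned it. The camera adjusted p of the 27 other lists lay between 0.0694 and 0.925. One digit held no BPD unit, so within-digit values exist for 3 digits, with 3 BPD and 4 nonBPD, 2 and 2, and 1 and 5 units, and are given in that order.

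Transcripts of neutrophil granules had the largest score difference and the smallest camera p of the 12 lists, but not the smallest p with an estimated correlation or by permutation. With the digit as a block, trophoblast genes had a larger difference (0.81) and a smaller camera adjusted p (0.00175 against 0.00276). All 19 genes of the immature neutrophil granule list had a higher mean in BPD, and the list score was 0.66 ± 1.56 (SD, n = 6) against -0.25 ± 1.12 (SD, n = 16), with 5 of 6 BPD units above the nonBPD mean. The camera adjusted p was 1.07e-05, and the adjusted p = 0.677 with an estimated correlation. The exact permutation p was 0.147. CAMP, an antimicrobial peptide precursor, differed by 1.21 (SE 0.52), LTF, lactoferrin, by 1.44, CEACAM6 by 1.26 and PGLYRP1 by 0.65. Adjusted over the list alone, 0 of the 19 passed. Within digits the list differed by -0.48, 0.08 and 3.51, so the higher score did not hold within each digit, and with the digit as a block by 0.61 (SE 0.67). Without BPD replicate 6 the difference was 0.40, with a camera adjusted p = 0.0641, and with the covariates it was 0.25, with a camera adjusted p = 0.0785.

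Mature neutrophil genes had a score difference of 0.42 (18 of 19 genes higher, camera adjusted p = 0.00365, adjusted p = 0.677 with an estimated correlation), with CSF3R, the receptor of the granulocyte growth factor, at 0.48, CXCR2 at 0.55, VNN3P at 0.55 and MMP9 at 1.12. Within digits the differences were -0.16, 0.63 and 1.52, and with the digit as a block 0.46. Genes of neutrophil activation in sepsis differed by 0.51 (16 of 20 higher, camera adjusted p = 0.00563, adjusted p = 0.677 with an estimated correlation). OLR1, a scavenger receptor, differed by 1.45, the Fc receptor FCGR1A by 0.97, the collagenase MMP8 by 1.32 and BCL3 by 0.74. Within digits this list differed by -0.32, 0.50 and 2.07, and with the digit as a block by 0.47. Without BPD replicate 6, the mature neutrophil and sepsis lists differed by 0.19 and 0.20 and were not called, and without BPD replicate 2 they differed by 0.72 and 0.81. With the covariates the sepsis list differed by 0.04 (camera adjusted p = 0.875).

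Inflammatory cytokines differed by 0.42 (20 of 24 higher, camera adjusted p = 0.00563, adjusted p = 0.677 with an estimated correlation), with IL1B, the cytokine interleukin-1 beta, at 0.91, its antagonist IL1RN at 1.09, IL1A at 0.93 and IER3 at 0.76. The within-digit differences were 0.28, -0.05 and 1.14, and the blocked one was 0.39. The list was not called without BPD replicate 3 (0.12) or 6 (0.26), nor without the 2 units high in trophoblast genes (0.13), with array weights (0.12, camera adjusted p = 0.619) or with the covariates, where it turned to -0.05 (camera adjusted p = 0.712). Monocyte genes differed by 0.23 (14 of 19 higher, camera adjusted p = 0.0335, adjusted p = 0.677 with an estimated correlation), with FCN1 at 0.82, the growth factor receptor CSF1R at 0.48, FCGR1A at 0.97 and CD14 at 0.51. Within digits they differed by -0.11, 0.42 and 0.62, and with the digit as a block by 0.21 (camera adjusted p = 0.0509). The call was lost without BPD replicate 5 (0.10) or 6 (0.12) and without nonBPD replicate 1 (0.21), 5 (0.20), 7 (0.17), 12 (0.20) or 14 (0.20), and with both arrays of one number kept (0.21, camera adjusted p = 0.0552). It turned to -0.04 with the covariates (camera adjusted p = 0.887), and without BPD replicate 2 it was 0.37. NADPH oxidase and nitric oxide synthase genes differed by 0.28 (11 of 13 higher, exact permutation p = 0.00323, camera adjusted p = 0.0177, adjusted p = 0.204 with an estimated correlation). NCF4 and CYBA, subunits of the phagocyte oxidase, differed by 0.88 and 0.43, and the dim synthases NOS2 and NOS1 by 0.54 and 0.43. Within digits the list differed by 0.24, 0.16 and 0.44, and with the digit as a block by 0.27. It was not called without BPD replicate 4 (0.29, camera adjusted p = 0.0537) or 6 (0.24, camera adjusted p = 0.0641), nor with the covariates (0.17, camera adjusted p = 0.0785). A floor of 1 in place of the offset gave 0.59.

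Placental genes were highest in 1 unit of each group, and some were also high in BPD replicate 2. The trophoblast score was 5.06 in BPD replicate 3, 2.97 in nonBPD replicate 3 and 0.49 in BPD replicate 2, the next highest. CSH2, a placental lactogen, reached 14.5 in BPD replicate 3 and 12.4 in nonBPD replicate 3, against a median of 5.80 in the other 20 units. BPD replicate 2 was the highest of these 20 for, among others, CSH2 (9.21), its paralog CSH1 (9.43 against a median of 5.76), KISS1 (7.56), CGA (6.93) and PSG3 (6.55). The peptide gene KISS1 reached 13.2 and 10.3 against 5.85, and CYP19A1, the aromatase, 11.8 and 10.1 against 5.74. By group the list was called higher in BPD (difference 0.85, camera adjusted p = 0.000289, adjusted p = 0.677 with an estimated correlation), with CSHL1 at 1.24, GH2 at 1.12, PAPPA2 at 0.68 and PSG9 at 1.20. Only 2 of 6 BPD units lay above the nonBPD mean. Without BPD replicate 3 the difference was -0.03, and the call was lost with array weights (0.27, camera adjusted p = 0.0939) and with the covariates (0.31, camera adjusted p = 0.213). Without the 2 units it was 0.18 and with a floor of 1 it was 1.67, both still called. Within digits it was 2.07, -0.25 and -0.50, and with the digit as a block 0.81.

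**Figure D2:**
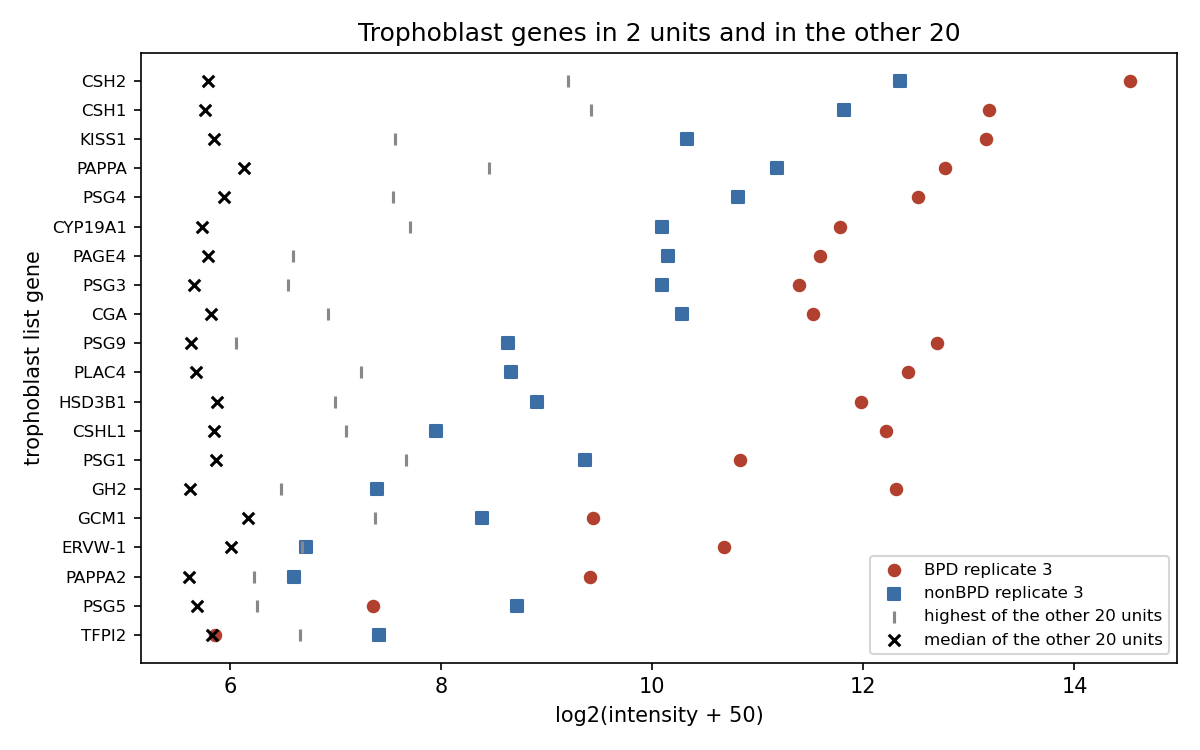
Level of each gene of the trophoblast list (x axis, log2(intensity + 50)) in BPD replicate 3 and nonBPD replicate 3, with the median and the highest of the other 20 units. CSH2 is at 14.5 and 12.4 in the 2 units against a median of 5.80.

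The 5 lists called lower were erythroid cells, platelets, glucocorticoid response, ubiquitin and NEDD8 conjugation, and heat shock proteins, the last written as a sign of RNA quality and handling. Glucocorticoid response genes differed by -0.37 (15 of 18 lower, camera adjusted p = 0.00081, adjusted p = 0.677 with an estimated correlation), with 6 of 6 BPD units below the nonBPD mean and an exact permutation p = 0.0532. KLF9 and ZBTB16, transcription factors induced by steroids, differed by -1.25 and -1.28, and DDIT4, an inhibitor of mTOR signalling, by -0.80. IRS2, an insulin receptor substrate, was not above background in any BPD unit and was at least 1.60-fold higher in nonBPD. Adjusted over the list alone, 3 of 18 passed. Within digits the list differed by -0.68, 0.08 and -0.04, and with the digit as a block by -0.32. An offset of 200 gave -0.23 and a floor of 1 gave -0.71. Ubiquitin and NEDD8 conjugation genes differed by -0.21 (17 of 22 lower, exact permutation p = 0.00574, camera adjusted p = 0.00186, adjusted p = 0.204 with an estimated correlation), with COPS8 at -0.87, NAE1 at -0.56, COPS5 at -0.33 and COPS2 at -0.59. Adjusted over the list alone, COPS8 passed, but the study listed it as lower on these same samples, so this pass is not independent evidence. Within digits they differed by -0.28, 0.03 and -0.13, with the digit as a block by -0.16, with array weights by -0.12, without BPD replicate 3 by -0.11 (camera adjusted p = 0.0597) and with the covariates by -0.11 (camera adjusted p = 0.0785).

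Erythroid genes differed by -0.27 (28 of 35 lower, camera adjusted p = 0.000695, adjusted p = 0.677 with an estimated correlation). ALAD, an enzyme of haem synthesis, differed by -0.84, the erythropoietin receptor EPOR by -0.51, ERMAP by -0.88 and CD36 by -0.30. The score of BPD replicate 3, the unit highest in trophoblast genes, was -1.10, and without it the list differed by -0.08 (camera adjusted p = 0.316). Array weights also ended the call (-0.13, camera adjusted p = 0.0542). Within digits it differed by -0.38, 0.21 and -0.53, and with the digit as a block by -0.25. Platelet genes differed by -0.46 (19 of 22 lower, camera adjusted p = 0.00319, adjusted p = 0.677 with an estimated correlation), with CLEC1B at -1.20, the chemokine PF4V1 at -1.17, ALOX12 at -0.91 and F13A1 at -0.69. Platelet scores were lowest in nonBPD replicate 5 (-2.29) and BPD replicate 2 (-2.23), and without the latter the list differed by -0.08 (camera adjusted p = 0.752). Without BPD replicate 6 it differed by -0.72. Within digits it differed by -1.49, 0.47 and 1.52, and with the digit as a block by -0.23 (camera adjusted p = 0.206). Heat shock genes, a list of RNA quality and handling that moved with the groups, differed by -0.24 (13 of 18 lower, camera adjusted p = 0.0122, adjusted p = 0.677 with an estimated correlation), with the chaperonin cofactor HSPE1 at -0.62, DNAJB4 at -1.02, DNAJA1 at -0.42 and HSPH1 at -0.35. Within digits they differed by -0.25, -0.23 and -0.37, and with the digit as a block by -0.27. The other RNA quality lists, ribosomal proteins, immediate early genes and housekeeping genes, were not called (camera adjusted p = 0.551, 0.559 and 0.686). The heat shock call was lost without BPD replicate 3 (-0.16) or 6 (-0.19), with array weights (-0.16, camera adjusted p = 0.0995), with the covariates (-0.09, camera adjusted p = 0.463) and, at an unchanged difference of -0.24, against the brighter probes alone (camera adjusted p = 0.0609). Without the 2 units high in trophoblast genes, the platelet, heat shock and ubiquitin lists (-0.32, -0.17 and -0.11, camera adjusted p = 0.0552 each) and the erythroid list (-0.08) were not called.

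**Figure D3:**
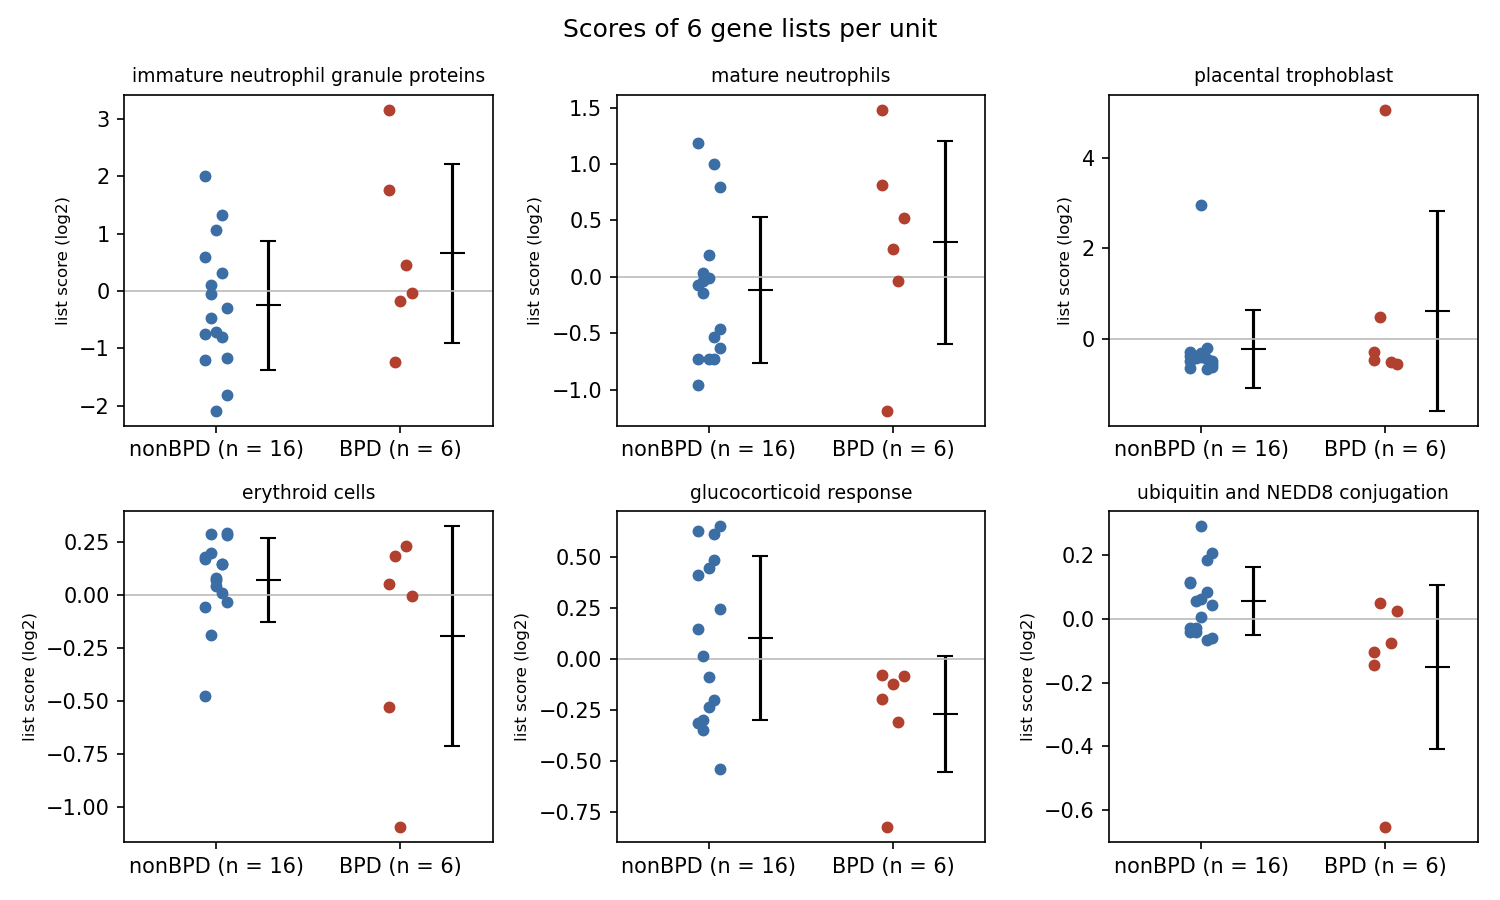
Scores of 6 gene lists (y axis, mean of centred log2 values) in each nonBPD unit (blue, n = 16) and BPD unit (red, n = 6), with mean and SD as black bars. The trophoblast score is 5.06 in 1 BPD unit and 2.97 in 1 nonBPD unit, and the groups overlap in each list.

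Globins, which dominate cord blood RNA, were not called. The fetal and embryonic list differed by 0.17 (camera adjusted p = 0.452), with HBG1 and HBG2, the fetal gamma globins, at 0.32 and 0.30, HBE1 at 0.53 and HBZ at -0.49. Adult globins differed by 0.47 (camera adjusted p = 0.0847), with HBA1 at 1.22, HBA2 at 0.27, HBB at 0.14 and HBD at 0.25. HBD differed by 0.02 without BPD replicate 2, HBA2 by 0.17 without nonBPD replicate 10, HBE1 by 0.32 without BPD replicate 1, and HBZ and HBG1 by -0.29 and 0.20 without BPD replicate 3. With the block HBA2 differed by 0.0054, and in the digit with 1 BPD unit HBA1, HBA2, HBB and HBD differed by -0.84, -0.33, -0.27 and -0.87. The globin genes share sequence, and their probes were taken as annotated. Natural killer cell genes differed by -0.14 (14 of 20 lower, camera adjusted p = 0.314), with the receptor KLRC1 at -1.17 (limma adjusted p = 0.662), KLRF1 at -0.48, FGFBP2 at -0.54 and CTSW at -0.42, and T cell and B cell genes by -0.06 and -0.04 (camera adjusted p = 0.481 and 0.559). KLRF1 differed by -0.27 without BPD replicate 3, FGFBP2 by -0.19 without BPD replicate 6 and CTSW by -0.21 without BPD replicate 1 and by -0.08 with the block. The blocked differences were 0.11 and 0.23 for the globin lists and -0.07, -0.12 and -0.18 for the lymphoid ones.

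Some themes of the study had lists that were not called. Apart from the genes next to CpGs, these lists were written here and were not the study's gene sets. The study drew its angiogenesis and lung alveolarization themes from genes annotated to differentially methylated CpGs, not from expression. From expression it reported, among others, enrichment for cell cycle and for pulmonary and developmental disorders, with AGER and CA4 among the examples. Mitochondrial fusion, fission and biogenesis genes differed by -0.14 (12 of 19 lower, camera adjusted p = 0.0694), and TFB2M passed adjusted over the list alone. Angiogenesis genes differed by 0.24 (18 of 23 higher, camera adjusted p = 0.0703), with BPD replicate 3 far above the other BPD units at 1.15. The digit as a block led to calls of both (-0.18, camera adjusted p = 0.0423, and 0.27, camera adjusted p = 0.0292) and of ribosomal proteins (-0.14, camera adjusted p = 0.0079, against -0.03 and 0.551 without it), while without the 2 units high in trophoblast genes the first 2 differed by -0.04 and 0.05. Cell cycle genes differed by -0.09 (27 of 40 lower, camera adjusted p = 0.452), and by 0.10 without the 2 units high in trophoblast genes. The checkpoint kinase BUB1B differed by -0.69, CCNE1 by 0.55, PCNA by 0.50 and CDC6 by 0.34. The 2 other probes of PCNA differed by -0.25 and -0.07. Leaving out 1 unit shrank CCNE1 to 0.31 (BPD replicate 1), PCNA to 0.25 (BPD replicate 3) and CDC6 to 0.21 (BPD replicate 6). Lung epithelium and alveolar development genes differed by 0.05 (16 of 31 higher, camera adjusted p = 0.792), with BMPR2 at -0.63, PDPN at 0.46, FOXA1 at 0.51 and SCGB1A1 at 0.46. BMPR2 and PDPN differed by -0.33 and 0.21 without BPD replicate 3, and FOXA1 and SCGB1A1 by 0.18 and 0.20 without BPD replicate 4. Complex I genes differed by -0.08 (22 of 37 lower, camera adjusted p = 0.452), with NDUFA7 at -0.56, NDUFA5 at -0.91, NDUFB6 at -0.45 and NDUFS8 at 0.28. NDUFA5 differed by -0.53 without BPD replicate 3 and NDUFS8 by 0.17 without BPD replicate 1. Genes next to a representative selection of BPD-associated CpGs differed by 0.04 (29 of 52 higher, camera adjusted p = 0.813). The study's CpGs were lower or higher in methylation in BPD, so opposite changes in expression would cancel in this mean. The fry test of limma for changes in either direction gave an unadjusted p = 0.383. The 4 members with the smallest p were C8orf44 at -0.73, CYP7B1 at 0.51, SLC49A4 at 0.48 and UBAC2 at -0.75. UBAC2 differed by -0.23 without BPD replicate 3, and CYP7B1 and C8orf44 by 0.23 and -0.42 without BPD replicate 4, and in the digit with 1 BPD unit 1 of these 4 genes had its direction over all units. The cell cycle, lung, complex I and CpG lists differed, with the digit as a block, by 0.01, 0.03, -0.11 and 0.04.

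Most genes of the representative selection named in the study's text had the listed direction here, and its full list was not used. Of 47 measured, 41 did, 32 of 38 listed as lower and 9 of 9 listed as higher. None passed adjustment over all probes, and 3, NADK2, COPS8 and MIB1, passed adjusted over the list alone. These genes were chosen on the same samples, so neither the count by direction nor these 3 passes are independent evidence. MIB1, a ubiquitin ligase, differed by -1.21, the cargo receptor LMAN1 by -0.67, GNPNAT1 by -0.61 and SSB by -0.50. For GNPNAT1 and SSB the blocked differences were -0.39 and -0.23, and in the digit with 3 BPD units SSB differed by 0.06 and LMAN1 by -0.08. Of the genes listed as higher, VSIG10 differed by 1.07, OLR1 by 1.45, AGER by 0.45, ADCY6 by 0.58, CA4 by 0.65 and SKI by 0.22. Without BPD replicate 6, VSIG10 differed by 0.67, ADCY6 by 0.33 and CA4 by 0.17, and without BPD replicate 2, SKI by 0.11. In the digit with 3 BPD units ADCY6 and CA4 differed by -0.74 and -0.62, and in that with 1 BPD unit SKI differed by -0.94. The histone methyltransferase PRDM2, listed as lower, differed by 0.77, and CASP4, PRXL2A and BACH2 by 0.11, 0.13 and 0.19. Leaving out 1 unit turned CASP4 to -0.02 (BPD replicate 6), and PRXL2A and BACH2 to -0.10 and -0.15 (BPD replicate 3). Of 26 listed genes with more than 1 probe, 13 had probes that differed in direction. As lists, the lower genes differed by -0.36 (-0.21 with the digit as a block, -0.20, -0.18 and -0.26 within digits) and the higher genes by 0.55 (0.54 with the block, 0.23, 0.31 and 1.46 within digits). Of the 47 genes, 37 had the listed direction with the digit as a block. Of the 5 genes reported as changed in both methylation and expression, FAM50B differed by -0.82, TMED7 by -0.65, AGER by 0.45, SKI by 0.22 and CLN8 by -0.33, and 0 passed adjustment over all probes. FAM50B passed adjusted over the list alone, which is not independent evidence either. Without BPD replicate 3 the differences of FAM50B, TMED7 and CLN8 were -0.51, -0.29 and 0.08. The score of the 5 genes differed by -0.22, and by -0.02 without the 2 units high in trophoblast genes. As AGER and SKI were higher and the others lower, this score does not measure a change common to the 5 genes.

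**Figure D4:**
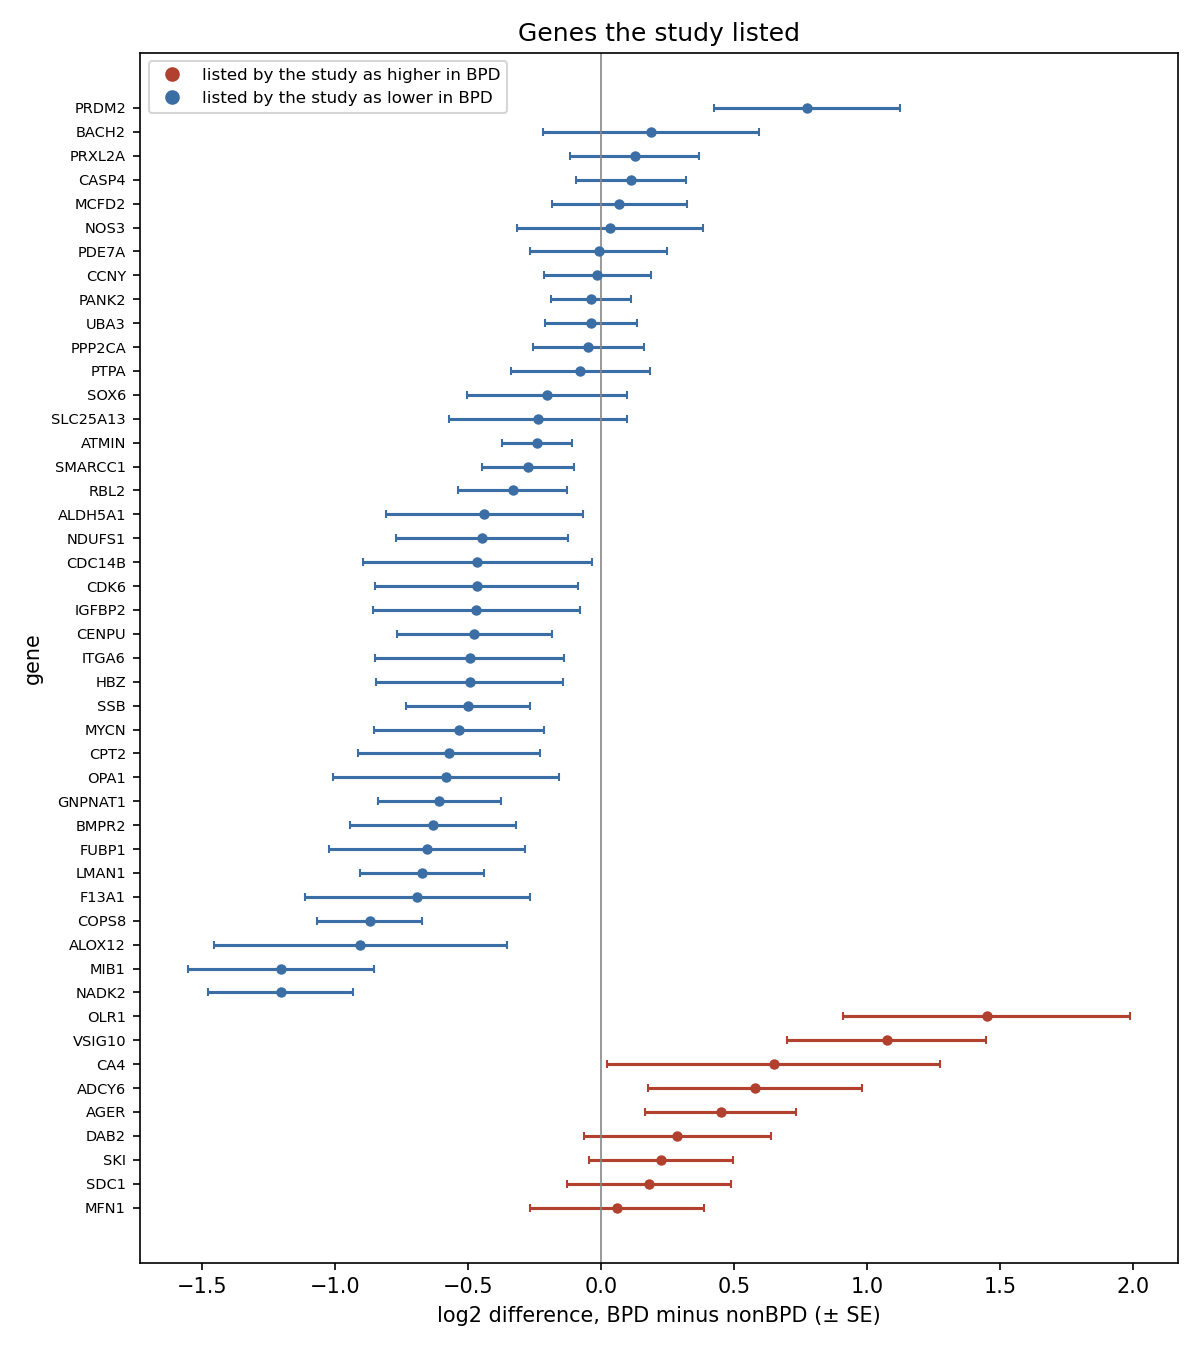
Log2 difference between BPD and nonBPD (x axis, with SE) for the 47 measured genes of the study's representative selection, listed as lower (blue) or higher (red) in BPD. 41 of the 47 lie on the listed side of 0.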

Values the study reported

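The study compared cord blood expression of 6 BPD and 16 non-BPD infants. It reported 273 genes altered in BPD at a false discovery rate under 5%, 16 of them after Bonferroni correction. Of the 273 genes, 216 were lower in BPD.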

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

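The tests of the granule genes with the digit as a block and of further trophoblast genes were set before their results were seen, the latter after the pattern was seen; the other tests of this part, and leaving out 2 units, were chosen after. The requirement that a value pass its bound by more than its SE was applied after the values were seen, and without it the granule test with the digit as a block, the trophoblast test without 2 units and the listed-gene test without 2 units would each have counted against the explanation tested, and the granule test without BPD replicate 6 would have counted for it.

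In the group of 6 BPD units, 156 list scores and gene levels were tested for 1 unit lying apart from the others, and 17 did. Chance would flag about 1 in 20, and values of one unit are not independent. BPD replicate 3 was the unit apart in 14 of the 17. Its trophoblast score was 5.06, its angiogenesis score 1.15 and its ubiquitin and NEDD8 score -0.65. It was high in CSHL1 (12.2), GH2 (12.3), PAPPA2 (9.42), PSG9 (12.7) and IL1A (10.4), and low in LYSMD3 (6.73), ERMAP (8.30), NAE1 (5.94), KLRC1 (6.55), UBAC2 (5.79) and TMED7 (7.10). The glucocorticoid score of BPD replicate 2 was low at -0.82. NOS2 was high in BPD replicate 4 at 7.92. FGFBP2 was low in BPD replicate 6 at 8.21.

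Trophoblast genes were high in BPD replicate 3 and nonBPD replicate 3. Of 22 further trophoblast genes outside the list, 12 lay over 1 log2 unit above the median of the other 20 units in both units (19 in BPD replicate 3, 13 in nonBPD replicate 3, at most 7 in any other unit), as placental RNA in the samples would give, and 12 was just past the bound set beforehand. Among all genes, 16.2% in BPD replicate 3 and 7.22% in nonBPD replicate 3 lay over 1 log2 unit above that median. Cross-hybridization between the growth hormone and pregnancy-specific glycoprotein paralogs is argued against, since list genes outside these families lay 3.04 log2 units or more above that median in both units, as a median. The test for a difference between BPD and nonBPD stayed undecided by its bound. The score without these 2 units differed by 0.18 (SE 0.12, exact permutation p = 0.163), with BPD replicate 2, at 0.49, the highest of the remaining units. The other BPD units lay between -0.57 and -0.29, inside the range of the remaining nonBPD units, -0.66 to -0.20. These values argue against a higher score shared by the BPD units, and what remained rested on BPD replicate 2.

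Granule genes were higher in BPD on average. In the 16 nonBPD units their score followed that of mature neutrophils (r = 0.757), so differing amounts of neutrophil RNA between units may account for part of the spread. Without BPD replicate 6 the difference was 0.402 instead of 0.902, but that unit was picked because leaving it out lowers the difference most, so whether 1 unit carries it stays open. With the first digit of the sample number as a block it was 0.612 (SE 0.67), which lay past the bound set beforehand against a batch, but by less than its SE, so a batch stays open. More neutrophil precursors before BPD stays a biological explanation that was not tested here. The study found no significant difference by BPD in the granulocyte percentage estimated from DNA methylation in its whole cohort. Neutrophil precursors were not among the cell types it estimated.

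Genes of the representative selection that were listed as lower differed by -0.359 over all units. With the digit as a block this was -0.206 (SE 0.12), and without the 2 units high in trophoblast genes it was -0.266 (SE 0.13). Neither value passed its bound by more than its SE, so neither a batch nor placental RNA is excluded as a contributor, and a lower level in BPD also stays open.

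Other splits of the 22 units were drawn to see what chance gives, 100 in all with the real one. For probes past the adjusted threshold the real count was 0, which any split reaches (100 of 100), with 541 the highest other count. For probes at an unadjusted p under 0.05, 14 of 100 gave at least 2188, with 5807 the highest other. For lists, 24 of 100 gave at least 12, with 20 the highest other. Chance cannot be excluded for the last 2 counts, and the first tests nothing. The split with 541 probes called far more than the real one and parted the units by 1.26 SD on the first principal component, against 0.703 for the real split. Whether a count that far above the real one reflects some structure of the samples was not tested. The first component alone does not account for such counts, since a split with 196 probes parted the units by 0.620 SD and a split parting them by 1.00 SD called 0. Another split, parting them by 1.12 SD, called 126. For the listed genes, 1 of 100 splits gave 41 in the listed direction, the real one, with 40 the highest other; the genes were chosen on this split, so this says nothing about chance.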

How the results depend on the processing

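The log2 offsets and floors and the run without the 2 units high in trophoblast genes were chosen after seeing the data. The count of probes past the adjusted threshold was 0 under every alternative run, with smallest adjusted p between 0.194 and 0.999. The unadjusted count of 2188 was 1254 in the brighter probes and 1404 with 1 probe per gene, which test fewer probes, 1345 with array weights, 1097 with erythroid and neutrophil scores as covariates and 1109 without the 2 units. Leaving out each unit gave 1138 (BPD replicate 3) to 3049 (BPD replicate 2). The 12 lists became 2 with the covariates, 7 without the 2 units, 0 with an estimated correlation and 0 by exact permutation, and 7 (BPD replicate 3) to 16 (BPD replicate 1) when each unit was left out. The 7 without the 2 units and the 2 with the covariates were all among the 12. With the digit as a block 13 lists were called, 10 of them among the 12, and with array weights 9, 8 of them among the 12. The listed genes in the listed direction ranged from 37 to 42. With the covariates, monocytes reversed to -0.04361 and inflammatory cytokines to -0.04758; trophoblast genes ranged from -0.03263 to 1.092 over left-out units. SCGB1A1 reversed to -0.05919 with array weights. CASP4 was -0.04078 with array weights, -0.2073 with the covariates, -0.0326 without the 2 units and -0.02405 to 0.2983 over left-out units. PRXL2A was -0.102 with the covariates, -0.0732 without the 2 units and -0.1042 to 0.2459. BACH2 was -0.03274 with the digit as a block, -0.1872 without the 2 units and -0.1528 to 0.5729. CLN8 was 0.02569, 0.2259 and 0.1195 under array weights, the covariates and without the 2 units, and -0.5656 to 0.07713. Apart from those with fewer probes or samples, the cause was not tested. Of the other recomputed gene values, 4856 kept their direction. No probe passed the threshold under any setting, so for genes the side of the threshold tells nothing. List differences kept direction and side of the threshold in 448 cases and lost the call in 50. Signal near background limits the dim genes, for which the log2 offset understates changes.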

Other observations

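The correlations below are those described of 183 relations computed, chosen after their values were seen. Some pairs of cell type scores moved together across the 22 units. T cell and B cell scores correlated at r = 0.866 (rho = 0.888, permutation p = 1e-05 and 1e-05, the smallest 100000 permutations can give, adjusted 0.00092 and 0.0018), and at 0.878 without the 2 units farthest from the median. With the digit as a block r was 0.893, and within the 2 digits with at least 6 units 0.760 and 0.990. Mature neutrophil scores followed the granule scores (r = 0.826, rho = 0.762, permutation p = 1e-05 and 7e-05, adjusted 0.00092 and 0.0043; 0.719 without 2 units) and monocyte scores (r = 0.747, rho = 0.714, permutation p = 7e-05 and 0.00028, adjusted 0.0026 and 0.0098; 0.653 without 2 units). The blocked values were 0.844 and 0.734, within digits 0.936 and 0.951 for the granule scores and 0.837 and 0.841 for the monocyte scores. Antigen presentation by MHC class II ran against complex I along the second principal component (r = -0.774 and 0.728, rho = -0.719 and 0.783, permutation p = 3e-05 and 0.00019 for r, adjusted 0.0018 and 0.0043, and 0.00028 and 5e-05 for rho, adjusted 0.0098 and 0.0043; -0.629 and 0.666 without 2 units). The blocked values were -0.771 and 0.770, within digits -0.711 and -0.769 for the first and 0.792 and 0.964 for the second. Scores of ubiquitin and NEDD8 conjugation followed the first component (r = 0.834, rho = 0.644, permutation p = 1e-04 and 0.0016, adjusted 0.0026 and 0.023; 0.51 without 2 units; 0.798 with the digit as a block, 0.879 and 0.589 within digits), on which BPD replicate 3 lay at -152 and the other units between -34.5 and 62.1.

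HLF, a transcription factor of blood stem cells, differed by 1.21 (SE 0.37) and was above the nonBPD mean in 6 of 6 BPD units. It was chosen after its values were seen, and its limma adjusted p was 0.662. The list of haematopoietic stem and progenitor cells did not differ in the same way. Its score differed by 0.02, with 11 of 22 genes higher and 11 lower (camera adjusted p = 0.822).

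The count of probes past the adjusted threshold was 0. That is lower than the value quoted from the study above. The Bonferroni count was 0. That is also lower than the value quoted. The study counted genes rather than probes, with a test that was not run here and on another scale, so the counts are not directly comparable.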
